# The transcriptome landscape of *Prochlorococcus* MED4 and the factors for stabilizing the core genome

**DOI:** 10.1186/1471-2180-14-11

**Published:** 2014-01-18

**Authors:** Bang Wang, Lina Lu, Hexin Lv, Huifeng Jiang, Ge Qu, Chaoguang Tian, Yanhe Ma

**Keywords:** Core genome, Gene expression, Molecular evolution, *Prochlorococcus*, RNA-Seq, Transcriptome

## Abstract

**Background:**

Gene gain and loss frequently occurs in the cyanobacterium *Prochlorococcus*, a phototroph that numerically dominates tropical and subtropical open oceans. However, little is known about the stabilization of its core genome, which contains approximately 1250 genes, in the context of genome streamlining. Using *Prochlorococcus* MED4 as a model organism, we investigated the constraints on core genome stabilization using transcriptome profiling.

**Results:**

RNA-Seq technique was used to obtain the transcriptome map of *Prochlorococcus* MED4, including operons, untranslated regions, non-coding RNAs, and novel genes. Genome-wide expression profiles revealed that three factors contribute to core genome stabilization. First, a negative correlation between gene expression levels and protein evolutionary rates was observed. Highly expressed genes were overrepresented in the core genome but not in the flexible genome. Gene necessity was determined as a second powerful constraint on genome evolution through functional enrichment analysis. Third, quick mRNA turnover may increase corresponding proteins’ fidelity among genes that were abundantly expressed. Together, these factors influence core genome stabilization during MED4 genome evolution.

**Conclusions:**

Gene expression, gene necessity, and mRNA turnover contribute to core genome maintenance during cyanobacterium *Prochlorococcus* genus evolution.

## Background

The marine free-living cyanobacterium *Prochlorococcus* is the most abundant autotroph on our planet, yet its cell size and genome are nearly the smallest among the oxygenic phototrophs [1,2]. This bacterium geographically distributes throughout tropical and subtropical open seas, thriving particularly in oligotrophic regions [2,3]. The *Prochlorococcus* genus mainly consists of high-light (HL) and low-light (LL) ecotypes. These ecotypes display different vertical niche partitioning in water columns with stratified light and nutrient distributions [4].

Genome streamlining is an intriguing phenomenon that has long been observed in *Prochlorococcus* lineages [5]. Kettler *et al.* defined approximately 1250 genes as the core genome of *Prochlorococcus* based on a systemic analysis of 12 genome sequences of this clade, whereas more than 5000 genes were estimated within the flexible genome [6]. Although *Prochlorococcus* ecotype differentiation associated with flexible genome streamlining has been extensively studied [7-10], the mechanism in which the *Prochlorococcus* core genome is consistently maintained is unknown. It is hypothesized that core genes are more essential to a lineage than flexible genes [11,12], and thus, functional necessity dictates core genome stabilization. However, a growing body of evidences suggests that gene expression level is another important and independent predictor of molecular evolution from prokaryote to eukaryote [13-17]. Therefore, it is possible that *Prochlorococcus* genome stabilization and streamlining is not only influenced by functional gene necessity, and further transcriptome analyses are required to explain the genome evolution within this genus. Interestingly, the subspecies *Prochlorococcus* MED4 has an increased rate of protein evolution and a remarkably reduced genome [7,9,18]. These characteristics make it an ideal model organism for examining the evolutionary factors that influence genome evolution.

RNA-Seq is a high-throughput sequencing technique that has been widely used for transcriptome profiling [19,20]. It allows for the identification of operons, untranslated regions (UTRs), novel genes, and non-coding RNAs (ncRNAs) [21-24]. In order to determine the global features of MED4 transcriptome and provide insight for core genome stabilization at the angle of gene expression, we applied RNA-Seq to ten MED4 samples grown on Pro99 medium and artificial medium for *Prochlorococcus* (AMP) [25] and collected throughout its life cycle (Table 1; Methods). We identified the operon structure and UTRs, as well as novel opening reading frames (ORFs) and ncRNAs. By analyzing gene expression data, we infer that gene expression, gene necessity, and mRNA stability influence *Prochlorococcus* MED4 core genome stabilization.

**Table 1:** Summary of sequenced ten samples

**Sample**	**Total pair reads**	**Total mapped rate**	**Total mapped**	**Perfect mapped rate**	**Perfect mapped**	**Gene expression rate**		
						**All CDS genes**	**Core genome**	**Flexible genome**
esl1d	4,615,238	99.5%	4,590,777	97.4%	4,493,396	91.8%	95.1%	85.9%
esl3d	6,456,732	97.4%	6,288,857	90.9%	5,867,878	91.5%	94.7%	85.9%
esl4d	6,624,400	77.5%	5,133,248	75.8%	5,017,983	92.6%	95.9%	86.9%
esl8d	6,449,616	70.4%	4,540,530	70.0%	4,447,655	85.2%	89.0%	78.5%
esl10d	6,430,250	67.5%	4,337,847	64.6%	4,155,228	89.5%	93.0%	83.5%
amp3d	6,630,721	98.0%	6,499,433	93.6%	6,207,018	95.8%	98.2%	91.5%
s6_5h	6,401,265	88.2%	5,646,556	83.8%	5,361,059	88.5%	92.7%	81.1%
s6_10h	6,394,044	87.9%	5,617,168	83.4%	5,330,075	89.1%	93.1%	82.1%
s24_5h	6,391,818	84.8%	5,417,066	79.4%	5,075,743	92.9%	96.2%	87.0%
s24_10h	6,396,571	85.3%	5,453,077	79.2%	5,066,084	92.1%	95.3%	86.4%

esl1d: cultured one day in Pro 99; esl3d: cultured three days in Pro 99; esl4d: cultured four days in Pro 99; esl8d: cultured eight days in Pro 99; esl10d: cultured ten days in Pro 99; amp3d: cultured three days in AMP; s6_5h: Log-phase cells cultured five hours in AMP with 6 mM NaHCO_3_; s6_10h: Log-phase cells cultured ten hours in AMP with 6 mM NaHCO_3_; s24_5h: Log-phase cells cultured five hours in AMP with 24 mM NaHCO_3_; s24_10h: Log-phase cells cultured ten hours in AMP with 24 mM NaHCO_3_.

All cultures were incubated at 21°C and constantly irradiated with 28 μmol quanta m^-2^ s^-1^.

## Results

### Transcriptome structure of *Prochlorococcus* MED4

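Prochlorococcus MED4 cultures were sampled in 10 conditions. Of these, 5 were time points in Pro99 medium, at 1, 3, 4, 8 and 10 days (esl1d, esl3d, esl4d, esl8d and esl10d). The others were grown in AMP, the artificial medium for Prochlorococcus, for 3 days (amp3d), or for 5 or 10 hours with 6 mM NaHCO3 (s6_5h and s6_10h) or with 24 mM NaHCO3 (s24_5h and s24_10h). All were kept at 21°C under constant light of 28 μmol quanta per square metre per second. The Methods describe the cells placed in AMP as stationary-phase cells, and the legend of Table 1 describes those with NaHCO3 as log-phase cells. RNA of 3 cultures per condition was mixed before sequencing. Each condition therefore has 1 library, no difference between conditions has a replicate check, and genes, the units of the tests reported here, are not replicates. The authors mapped 90-bp paired reads to the MED4 genome with Bowtie2, allowing at most 1 mismatch, counted the perfectly mapped reads of each gene region with BEDTools, and deposited these counts together with RPKM values for 2059 features, of which 1965 were CDS genes. The counts summed to 9658084 in esl1d, 13526587 in esl3d, 11356805 in esl4d, 9883977 in esl8d and 9783893 in esl10d. They summed to 15184970 in amp3d, 11828495 in s6_5h, 11851764 in s6_10h, 11356863 in s24_5h and 11407337 in s24_10h. Annotated features overlap, so a read can enter these sums more than once. The denominator behind the RPKM values, recovered from counts, lengths and RPKM, differed from 2 times the mapped pairs listed in Additional file 3 by at most 7.84e-05%, so the values use all mapped reads as depth. CDS genes held between 65.2% (amp3d) and 87.6% (s24_5h) of these summed counts. In amp3d the sum exceeds the 12998860 mapped reads, so these are not shares of the mapped reads. The sample with the lowest share can differ on that scale. A gene was called expressed when its RPKM exceeded 13.2, the largest of the 10 samples' mean RPKM of the lowest expressed gene regions in Additional file 3, which was the value of amp3d. At this cut-off a CDS gene of the median length had between 71.9 and 108 reads, so the depth was sufficient to separate such a gene from 0 in every sample. Core and flexible membership was taken from Additional file 3, which lists 1205 core genes and 1910 core or flexible CDS genes in all in the text used here, and the other 55 CDS genes entered only the comparisons that need no such membership.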

The Illumina high-throughput sequencing (RNA-Seq) protocols were applied to ten *Prochlorococcus* MED4 samples cultured in Pro99 and AMP (Table 1; Methods). Altogether, 62.8 million 90-bp pair-end reads were generated, and approximately 51.0 million pair-end reads (81.3%) were perfectly mapped to the genome (Table 1). Collectively, 91.8% of the MED4 genome was transcribed for at least one growth condition, and 61.2% of the genome was transcribed in all conditions. The transcribed regions might be larger if more growth conditions are tested. The genome expression cut-off was defined as the coverage of the tenth percentile of the lowest expressed genome regions [23] (Table 1). In contrast, 96.6% of 1965 coding-sequence (CDS) genes were expressed in at least one growth condition, and 80.9% were expressed in all conditions. 

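Of the 1965 CDS genes, 1904 (96.9%) were above the cut-off in at least 1 sample, 1609 (81.9%) were above it in all 10 samples, and 61 were above it in none. The share expressed in a single sample ranged from 86.3% in esl8d, where 1695 genes passed, to 96.1% in amp3d, where 1888 passed. The Pro99 samples at 1, 3, 4 and 10 days had 92.0%, 92.2%, 93.0% and 90.2%. With NaHCO3, the shares were 89.2% (s6_5h), 89.6% (s6_10h), 93.2% (s24_5h) and 92.7% (s24_10h). These percentages and the differences between samples depend on the cut-off. At a cut-off of RPKM 26 in place of 13.2, the share expressed in all samples was 70.8%. With each sample's own background as its cut-off, which was 4.45 for esl8d, it was 91.5%, and the single samples lay between 94.8% (s6_10h) and 96.1% (amp3d).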

Gene expression cut-off was defined as the mean RPKM (reads per kilobase per million mapped reads [26]) of the ten percentages of the lowest expressed gene regions (Table 1).

The RNA-Seq reads mapping allow us to globally identify transcripts’ boundaries and adjacent gene regions [22-24]. To obtain a genome-wide operon map, a putative operon was characterized if it was repeatedly observed in at least three samples (Methods). Using this criterion, 55.5% of all genes were assigned to 422 primary operons (Additional file 1), representing the first operon map of *Prochlorococcus* based on experimental data. The operon map completely or partially shared 73.4% of operon genes within predicted operons identified by the Prokaryotic Operon DataBase [27]. The remaining operons comprised many new genes recently predicted by Kettler *et al.* and Steglich *et al.*[6,28] (Figure 1). The majority of the operons (63.0%) identified in this study were composed of two genes. The largest operon identified was a ribosomal protein operon containing 20 genes, and this was consistent with previously published observation made by Steglich *et al.*[29]. Furthermore, those extensively characterized operons, such as *kaiBC* circadian clock [30], two-component system *phoRB*[31], photosystem I core apparatus *psaAB*[32], and carboxysome shell proteins *cso* cluster [33], were also included in the operon map (Additional file 1).

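The largest operon of Additional file 1 holds 20 genes on the minus strand of the MED4 chromosome, between positions 1477055 and 1487615. The mean RPKM over the 10 samples had a median of 1468 among its genes. It was lowest for PMM1539 (adk) and highest, at 5630, for PMM1550. In the expression classification, 13 of the 20 genes were HEG and 7 were VEG.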

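In the operon kaiBC (minus strand, 1293980 to 1295895), kaiB (PMM1343) had a mean RPKM of 340 ± 316 (SD over the 10 conditions) and kaiC (PMM1342) one of 264 ± 71.5. The value of kaiB was 1222 in esl1d and 123 in esl8d, where it was lowest. The phoRB operon (plus strand, 669400 to 671273) was expressed at a lower level, with mean RPKM of 109 for PMM0705 and 45.7 for PMM0706. Both psaAB genes (minus strand, 1461905 to 1466465) were HEG, with mean RPKM of 7855 for PMM1523 and 6420 for PMM1524. Among the 7 genes of the cso cluster operon (plus strand, 518725 to 525382), mean RPKM ranged from 86.7 for PMM0555 to 15527 for PMM0549 (ccmK), and 3 genes were HEG, 3 MEG and 1 VEG.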

**Figure 1:**
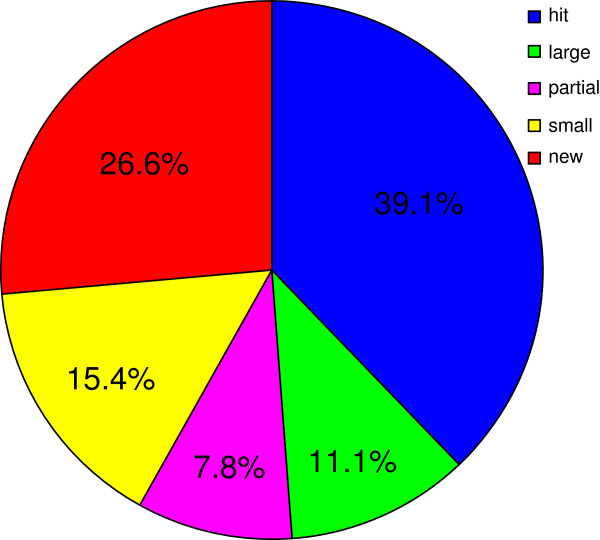
**Operon map comparison.** The operon map experimentally generated by this study compared with a bioinformatically predicted operon map generated by the Prokaryotic Operon DataBase (ProOpDB) [27]. “hit”: operons that were the same as predictions in ProOpDB; “large”: operons that contained more genes than predicted in the database; “partial”: operons that share partial genes with those in the database; “small”: operons that contain one or more genes predicted in the database; “new”: operons that were newly identified in this study.

UTRs were predicted by identifying the operons’ boundaries. These were defined as sharp declines in coverage of the regions upstream or downstream of the start or stop codons, respectively (Methods). Accordingly, 745 5’UTRs were identified and the median UTR length was approximately 29 nucleotides (nt) (Sheet 1 of Additional file 2). Although most 5’UTRs were small and typically similar to many other bacterial [24,34], 8.86% of the 5’UTRs identified were longer than 100 nt. Long 5’UTR, particularly in prokaryotes, may contain *cis*-regulation element(s) such as the Shine-Dalgarno (SD) sequence, which mediates mRNA translational efficiency. Potential RNA elements (5’UTR > 15 nt) were scanned using the Rfam [35], but no conserved elements were identified. These observations are in agreement with previous work [36] and suggest *Prochlorococcus* may contain unknown *cis*-regulatory sequences, like targets for ncRNAs.

We also identified 337 3’UTRs (Sheet 2 of Additional file 2). When these sequences (3’UTR > 10 nt) were searched by the ARNold [37], only 11 significant termination signals were identified (Sheet 2 of Additional file 2). However, the high proportion (35.6%) of long 3’UTRs (> 60 nt) suggests that these regions may have other important roles that require further exploration.

To identify new ORFs and ncRNAs, we analyzed the intergenic regions determined by current gene annotation (Sheet 2 of Additional file 3). Seven transcript units were identified with high confidence, including two ORFs and five ncRNAs (Additional file 4). 

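The ORF TibPMM1 (minus strand, 775504 to 775611, 108 bp) was above the cut-off in 10 of 10 samples, with a mean RPKM of 139 ± 73.5 (SD over the 10 conditions) and values between 28.9 in esl4d and 226 in s24_10h. TibPMM2 (1070565 to 1070672, 108 bp) was above it in 8 samples. Its mean RPKM was 22.5 ± 9.53, and its lowest value, 9.18 in esl8d, rested on 9 reads. Both belong to the flexible genome and were classified as VEG.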

The two ORFs were conserved hypothetical proteins present in related subspecies such as *P. marinus* MIT9202, *P. marinus* W9, and *P. marinus* MIT9515. All five identified ncRNAs were expressed in at least eight conditions (Additional file 4). 

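Of the 5 ncRNAs, TibYfr1 (770274 to 770558), TibYfr3 (819956 to 820175) and TibYfr5 (1208779 to 1208997) were above the cut-off in all 10 samples. TibYfr4 (1075212 to 1075483) was above it in 9 samples and TibYfr2 (775226 to 775435) in 8. The exceptions were s24_10h for TibYfr4, at RPKM 9.10, and both samples with 6 mM NaHCO3 for TibYfr2, whose lowest value was 8.05 in s6_10h. These low values rested on few reads, 27 at the least for TibYfr4 and 19 for TibYfr2.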

In particular, TibYfr5 was the highest expressed ncRNA among five predicted ncRNAs, whereas TibYfr1 consistently showed the highest abundance under the light–dark conditions [38]. This suggests that TibYfr1 and TibYfr5 expression level may be influenced by changes in light.

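Over the 10 samples, all under constant light, TibYfr5 had a mean RPKM of 118 ± 71.5 (SD over the conditions), with a range from 42.2 in esl8d to 258 in s6_10h. The other ncRNAs had mean RPKM of 33.2 (TibYfr2), 31.7 (TibYfr3), 29.2 (TibYfr1) and 24.1 (TibYfr4). TibYfr1 ranged from 17.0 in esl10d to 67.0 in esl4d, and the light–dark data were not analysed here.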

### Highly expressed genes were overrepresented in the core genome but not in the flexible genome

Using genome-wide expression data, we compared gene expression profiles between the MED4 core and flexible genomes [6]. 

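In every sample a larger share of the 1205 core genes than of the flexible genes was expressed. The mean over the 10 samples was 94.7% ± 2.29 (SD over the conditions) for the core genome and 85.5% ± 3.49 for the flexible genome. The difference ranged from 6.43 percentage points in amp3d to 11.1 in s6_5h. One-tailed Fisher's exact tests per sample gave P between 1.67e-13 and 2.46e-10. The lowest shares were those of esl8d, 90.0% of core and 79.6% of flexible genes, and the highest those of amp3d, 98.3% and 91.9%. A cut-off of RPKM 26 moved the means most, to 87.5% and 74.8%.

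**Figure D1:**
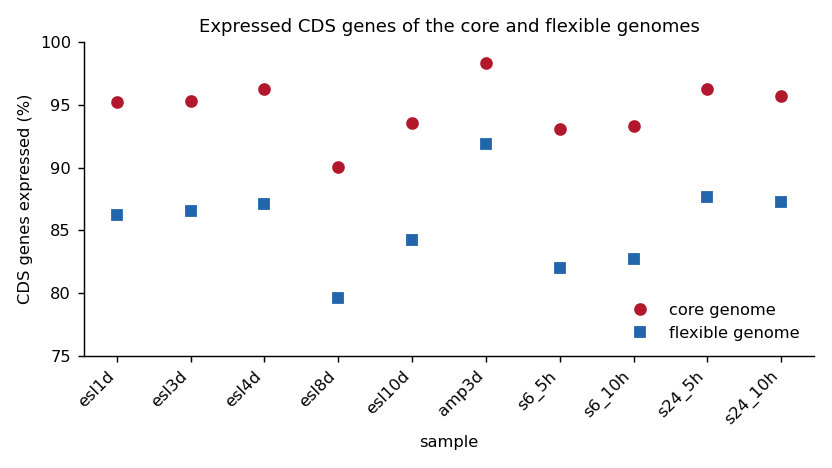
Share of CDS genes above the expression cut-off (%, axis from 75 to 100) in each of the 10 samples, with circles for the core genome and squares for the flexible genome. Every circle lies above the square of its sample, by 6.43 to 11.1 percentage points.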

Up to 94.3% of the 1251 genes in the core genome were expressed, and this was significantly higher than 84.9% of the genes expressed in the flexible genome (*P* < 0.001). Furthermore, a moderate but significant correlation was observed between the gene expression levels (mean RPKM of ten samples for each gene) and corresponding protein nonsynonymous substitution rates (Ka) (N = 1275, Spearman’s r = -0.68, *P* < 0.001; Figure 2). This observation that higher expressed genes evolve slowly, which has been observed in various organisms [13,15,17], might also be true in *Prochlorococcus* MED4.

**Figure 2:**
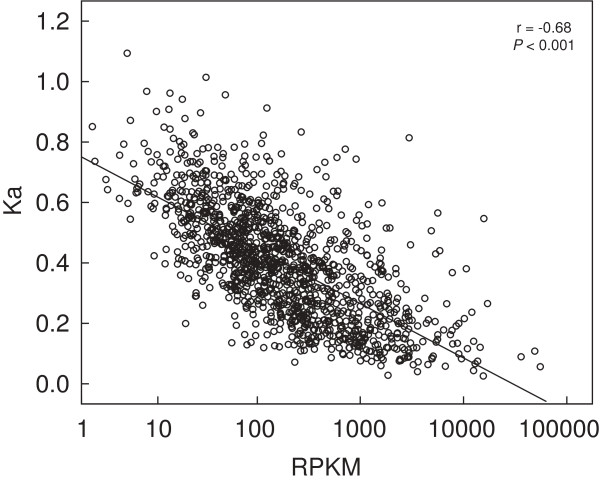
**Correlation between the gene expression levels and nonsynonymous substitution rates (Ka).** RPKM, reads per kilobase per million mapped reads; number of pairwise protein = 1275, Spearman’s r = -0.68, *P* < 0.001.

To uncover the variations of gene expression and molecular conservation, all CDS genes were classified into five subclasses based on expression level. Briefly, first, we assumed that at a certain time point, some transcripts are highly expressed, and some are lowly expressed or not even transcribed. Then, excluding the non-expressed genes, we used quartation to classify all expressed genes to three expression level groups: the genes with the top 25% RPKM in a sample were defined as highly expressed genes (HEG), the lowest 25% were classified to lowly expressed genes (LEG), and the median group was defined as moderately expressed genes (MEG). Thus, if we trace one gene’s expression level across multiple samples, it might be constantly classified into HEG, MEG, LEG, or NEG (non expressed genes), which were collectively designated constantly expressed genes (CEG); otherwise, it was defined as variably expressed gene (VEG).

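Of the 1965 CDS genes, 292 (14.9%) were HEG in all 10 samples, 450 (22.9%) were MEG, 87 (4.43%) LEG and 61 (3.10%) NEG, which makes 890 CEG (45.3%). The remaining genes (54.7%, Wilson 95% confidence interval 52.5 to 56.9) changed class between samples and were VEG. The RPKM above which a gene was HEG differed between samples, from 345 to 516, and that below which an expressed gene was LEG ranged from 43.2 to 64.9. The median of the mean RPKM was 1685 for HEG, 159 for MEG, 30.8 for LEG, 3.77 for NEG and 69.2 for VEG. The class was the same as the one listed in Additional file 3 for 1864 of 1910 genes (97.6%). Leaving out each sample in turn gave between 988 and 1069 VEG.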

All MED4 CDS genes were classified into five subgroups (HEG, MEG, LEG, NEG, and VEG). HEG had a significantly lower nonsynonymous substitution rate (Ka) than MEG or LEG (Kruskal-Wallis Test, two-tailed *P* < 0.001; Figure 3a), indicating a strong negative correlation between gene expression level and evolutionary rate. Intriguingly, CEG subclass had a lower Ka than VEG (Mann–Whitney U Test, two-tailed *P* < 0.001; Figure 3b), even when HEG were excluded from the CEG because of their bias with the lowest evolutionary rate among all expression subclasses (data not shown).

**Figure 3:**
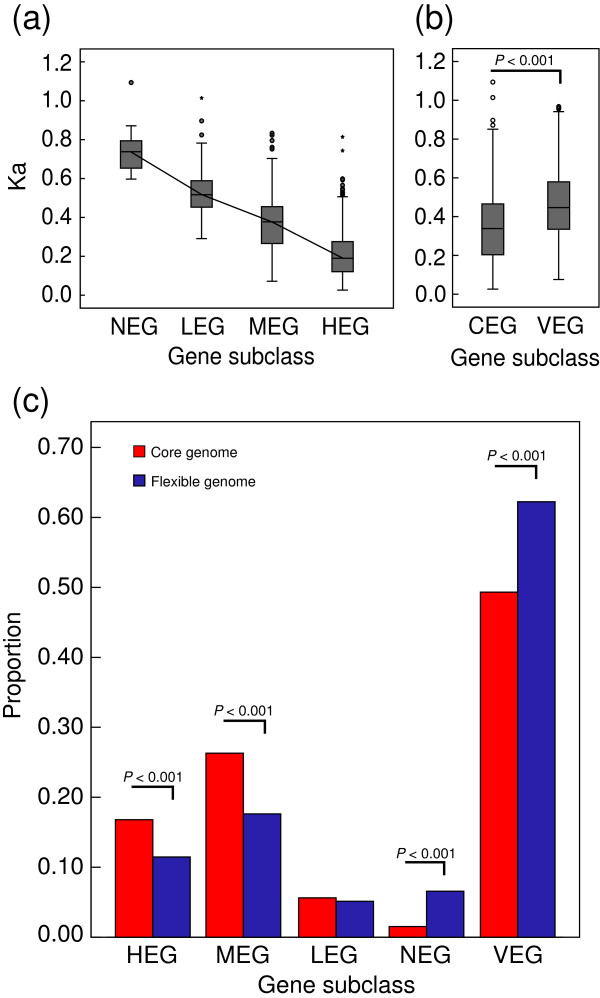
**Gene expression and molecular evolution of the core genome and flexible genome of *Prochlorococcus *MED4. (a)** Box plot of the correlation between gene expression levels and the nonsynonymous substitution rates (Ka). The line was drawn through the median. A circle represents an outlier, and an asterisk represents an extreme data point. **(b)** Nonsynonymous substitution rate comparison between CEG and VEG (Mann–Whitney U Test, two-tailed). A circle represents an outlier, and an asterisk represents an extreme data point. **(c)** Comparison of five expression subclasses between the core genome and flexible genome (Fisher’s exact test, one-tailed). *P*-value ≤ 0.05 was indicated in figure. HEG, highly expressed genes; MEG, moderately expressed genes; LEG, lowly expressed genes; NEG, non expressed genes; CEG, constantly expressed genes (including four expression subclasses mentioned above); VEG, variably expressed genes.

Next, we compared the five gene expression subclasses of the core genome to that of the flexible genome. 

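HEG made up 17.7% of the core genome (213 genes, Wilson 95% confidence interval 15.6 to 19.9) and 9.79% of the flexible genome (69 genes, 7.81 to 12.2). One-tailed Fisher's exact test gave P = 1.08e-06 (Benjamini-Hochberg adjusted over the 5 subclasses, 1.35e-06). MEG made up 26.8% of the core genome (323 genes, 24.4 to 29.4) and 15.6% of the flexible genome (110 genes, 13.1 to 18.5), with exact P = 6.11e-09 (adjusted 1.02e-08). The shares of LEG were 4.32% and 4.40%, a difference of -0.0818 percentage points that the same test did not separate from 0 (exact P = 0.583). With each sample left out in turn, the difference in HEG stayed between 7.03 and 8.68 percentage points and that in MEG between 10.5 and 11.5.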

Our analysis clearly indicates that the genes in the HEG and MEG subclasses were more enriched in the core genome than in the flexible genome (17.7% > 11.5% and 26.8% > 15.3%, respectively; *P* < 0.001; Figure 3c). Conversely, the core genome had fewer NEG and VEG than the flexible genome (1.5% < 6.6% and 49.6% < 64.6%, respectively; *P* < 0.001; Figure 3c). These data strongly suggest that *Prochlorococcus* MED4 genes with constant high expression levels evolve slowly, and this concurs with previous findings in other prokaryotes and eukaryotes [13,15,17]. They also suggest that genes with relatively stable expression are more likely to evolve slowly when compared with VEG.

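NEG made up 1.33% of the core genome (16 genes) and 6.38% of the flexible genome (45 genes), with P = 2.97e-09 in a one-tailed Fisher's exact test (adjusted 7.44e-09). VEG made up 49.9% of the core genome (601 genes, Wilson 95% confidence interval 47.1 to 52.7) and 63.8% of the flexible genome (450 genes, 60.2 to 67.3), with exact P = 1.88e-09 (adjusted 7.44e-09). With each sample left out in turn, the difference in VEG lay between -14.8 and -12.1 percentage points. From these shares, together with the Ka of the subclasses (Figure 3), which was not analysed here, the paper proposes that genes with constant high expression evolve slowly.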

### Gene expression level and functional necessity independently influence core genome stabilization

It is well established that the core genome contains more indispensible genes that play central metabolic roles [11,12]. This results in a lower mutation rate than in the flexible genome. To define essential genes, we searched for homologs of all MED4 coding genes in the Database of Essential Genes (DEG8.0), a database that collects all indispensible genes measured in laboratory by far [39]. Using BLASTx (E-value = 1 × 10^-4^), we found homologs for 871 MED4 coding genes. A total of 767 genes were distributed in the core genome, representing 61.3% of core genes. This was a significantly higher proportion of genes than those distributed in the flexible genome (14.6%; *P* < 0.001; Figure 4a). These data support the hypothesis that core genes are responsible for central cell metabolism in *Prochlorococcus*.

**Figure 4:**
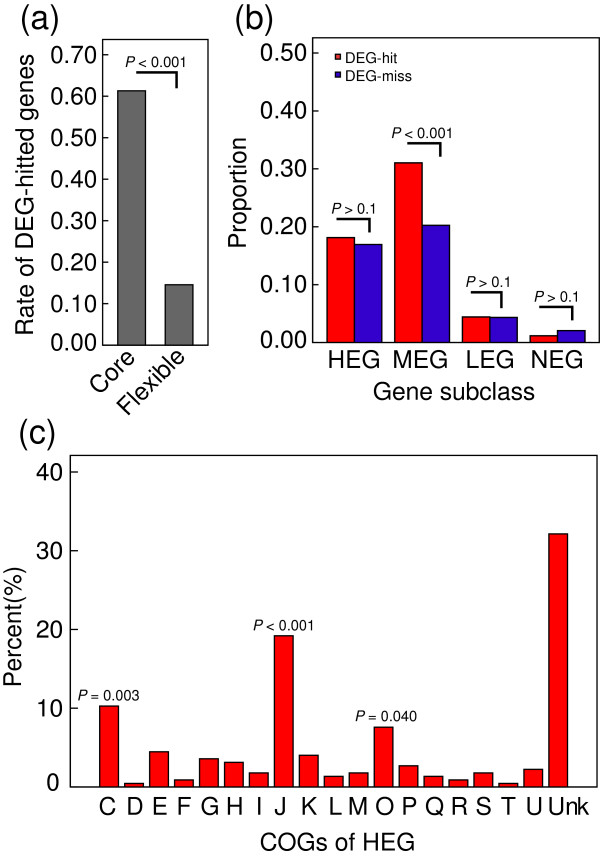
**Gene necessity analysis and COG functional enrichment of HEG.** All coding-sequence genes were searched on the Database of Essential Genes (DEG8.0 [39]) using BLASTx (E-value = 1 × 10^-4^). **(a)** Comparison of the DEG-hit genes in the core and flexible genomes. **(b)** Comparisons of gene expression subclasses between DEG-hit and DEG-miss genes. **(c)** COG functional enrichment of HEG in the core genome. Statistic significance was performed by Fisher’s exact test (one-tailed). *P*-value ≤ 0.05 was indicated in figure. COG, clusters of orthologous groups; Core, the core genome; DEG-hit, genes with homologs identified in the database; DEG-miss, genes without any known homologs; Flexible, the flexible genome; Unk, unknown function.

We also compared the expression levels of the core MED4 genes that had homologs in the DEG database (DEG-hit) with those genes that did not have any known homologs (DEG-miss). HEG, LEG, and NEG had no enrichment for either DEG-hit or DEG-miss genes (*P* > 0.1; Figure 4b). Although the MEG subclass had a significantly higher rate of DEG-hit genes (*P* < 0.001; Figure 4b), the mean expression level of the DEG-hit genes (mean RPKM = 602.62) was not significantly different from that of the DEG-miss genes (mean RPKM = 874.81; Student's t-test, two-tailed *P* = 0.084). Therefore, as previous works reported [14,40,41], this suggests that essential genes are not necessarily highly expressed and that gene expression levels relatively independently affect sequence evolution in *Prochlorococcus* MED4.

We also performed functional enrichment analysis on each gene expression subclass. As most of the genes in the flexible genome have no COG categories [42], we mainly focused on the core genes’ expression subclasses, especially the HEG. Among these core HEG genes, several functional categories were more prominent than others. These included the “C” (energy production and conversion), “J” (translation and ribosomal structure), and “O” (protein modification, folding and turnover) categories (Figure 4c). These results suggest that these central metabolic functions are among the most conserved throughout the evolution of *Prochlorococcus* lineage. 

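Among the 213 core HEG, 24 genes (11.3%) had COG category C, against 42 of the other 992 core genes (4.23%), an odds ratio of 2.87. One-tailed Fisher's exact test gave P = 1.50e-04, or 0.00142 after Benjamini-Hochberg adjustment over the 19 categories tested. Category J was held by 42 core HEG (19.7%) and by 72 of the other core genes (7.26%), with an odds ratio of 3.14 (exact P = 2.02e-07, adjusted 3.84e-06). Of these 42 genes, 36 encode ribosomal proteins. Category O was held by 18 core HEG (8.45%) and by 40 of the other core genes (4.03%), with an odds ratio of 2.20 (exact P = 0.00785, adjusted 0.0497). Core genes without a COG category were kept in the background, as in the Methods.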

In particular, translational and ribosomal components are generally regarded as the most stable part of genome [14,43]. In addition to ribosomal proteins, photosynthetic apparatus and energy metabolism genes were also overrepresented among the core genome. Interestingly, genes involved in protein modification and folding were also stably and highly expressed, suggesting that these genes are under strict constraints similar to those observed for ribosomal and photosynthetic genes.

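By definition, the 18 core HEG of category O were HEG in all 10 samples, which is no separate evidence of stable expression. Their mean RPKM ranged from 646 for PMM0894 to 36060 for groES (PMM1437, minus strand, 1375326 to 1375637), whose SD over the 10 conditions was 18286. Next came groEL (PMM1436, minus strand, 1373640 to 1375274) with 13698 ± 5747 and ahpC (PMM0856, minus strand, 812943 to 813527) with 5629 ± 1079. The list also contains the protease genes clpP2, clpP3, clpP4, clpC and clpX and the ftsH genes ftsH1, ftsH2 and ftsH3, of which clpP4 had the highest mean RPKM, 3266.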

Additionally, category “R” (general function) was slightly enriched in both LEG and NEG (*P* = 0.023 and 0.055; data not shown).

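Category R was held by 10 of 52 core LEG (19.2%) and by 90 of the other 1153 core genes (7.81%), an odds ratio of 2.81 (one-tailed Fisher's exact test, P = 0.00811). Among the core NEG it was held by 4 of 16 genes (25.0%) against 96 of 1189 (8.07%), an odds ratio of 3.80 (exact P = 0.0373). After Benjamini-Hochberg adjustment over the 19 categories of each subclass the values were 0.154 and 0.709. The enrichment in LEG changed direction at a cut-off of RPKM 26, where the odds ratio was 0.919 (exact P = 0.651).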

### Varied gene expression in different cellular processes

To investigate gene expression levels during different physiological processes, we compared the average gene expression levels of six important pathways using the ribosomal component as an expression standard because of its universally high expression level [14,44]. 

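The paper's text does not list the genes of each pathway, so lists were made from the annotation in Additional file 3, with 45 genes for photosynthesis, 29 for carbon metabolism, 13 for phosphate acquisition, 21 for nitrogen acquisition and 22 hli genes. The phage infection genes were not analysed here. The mean RPKM of the 10 samples differed between the 5 pathways, with a Kruskal-Wallis statistic of 32.7 and P = 1.00e-05 from a permutation test of 100000 relabellings, the smallest P they can give. Medians of the mean RPKM were 2418 for photosynthesis, 695 for hli, 485 for carbon metabolism, 117 for phosphate acquisition and 107 for nitrogen acquisition. The 51 ribosomal protein genes had a median of 2264.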

Six cellular pathways displayed significantly different expression levels (Kruskal-Wallis Test, two-tailed *P* < 0.001; Figure 5a). Photosynthesis and carbon metabolism pathway genes were expressed at the highest level (Figure 5a), and these data were consistent with HEG that function in energy production and conversion within the core genome (Figure 4). 

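Relative to the 51 ribosomal protein genes, photosynthesis genes had a mean expression of 1.90 and a median of 1.07. Carbon metabolism genes had a mean of 0.616 and a median of 0.214. The means and medians of the other pathways were 1.07 and 0.0518 for phosphate acquisition, 0.343 and 0.0475 for nitrogen acquisition and 0.596 and 0.307 for hli. A few genes carried some of these means. The porin gene PMM1121 held 65.7% of the summed mean RPKM of phosphate acquisition, and amt1 (PMM0263) held 65.2% of that of nitrogen acquisition. In photosynthesis the highest gene was psbA (PMM0223, plus strand, 216807 to 217889), at 48920 ± 20904 (SD over the 10 conditions). In carbon metabolism it was ccmK (PMM0549, plus strand, 518725 to 519021), at 15527 ± 7716. With the mean of log2(RPKM + 1) as the level of a gene, the mean ratio of carbon metabolism was 0.829 on that log scale.

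**Figure D2:**
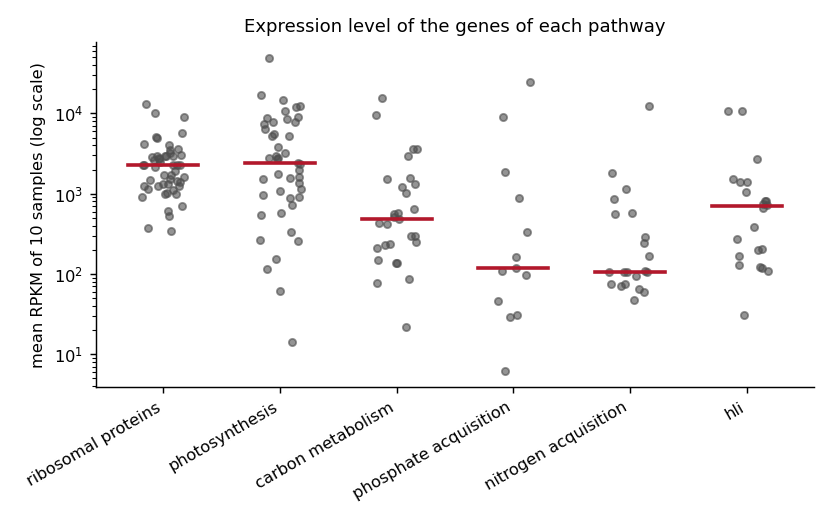
Mean RPKM of the 10 samples (log axis) for each gene of the ribosomal proteins and of 5 pathways, each point 1 gene, with a bar at the median of the group. The bars of ribosomal proteins (2264) and photosynthesis (2418) lie above those of hli (695), carbon metabolism (485), phosphate acquisition (117) and nitrogen acquisition (107).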

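Of the 45 photosynthesis genes, 34 were HEG, 2 MEG and 9 VEG. The odds ratio of HEG against all listed CDS genes outside the pathway was 20.2 (one-tailed Fisher's exact test, P = 2.14e-20, Benjamini-Hochberg adjusted over the 20 tests of 4 subclasses in 5 pathways 4.27e-19). Of the 29 carbon metabolism genes, 10 were HEG, 10 MEG and 9 VEG. Their odds ratio of HEG was 3.11 (exact P = 0.00622), and the adjusted value, 0.0622, did not pass 0.05. Leaving out each sample in turn gave odds ratios between 18.9 and 22.7 for photosynthesis and between 2.92 and 3.61 for carbon metabolism.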

Subsequent enrichment analysis of the expression subclasses showed that HEG were overrepresented in both pathways (Figure 5b).

**Figure 5:**
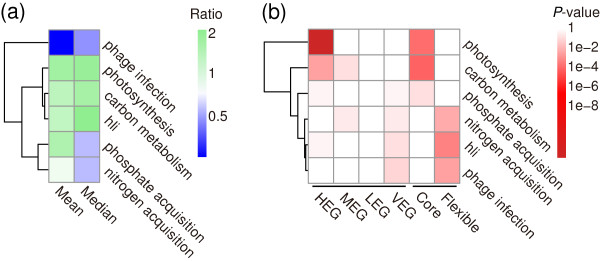
**Varied expression in six cellular processes, including photosynthesis**[45]**, carbon metabolism**[46]**, phosphate acquisition**[47]**, nitrogen acquisition**[46]**, *hli *(high-light inducible genes), and phage infection**[48]**. (a)** Expression profiles of six cellular processes. For each gene, the mean expression in ten samples was used as its expression value. For six functional categories, the mean and median expression values were normalized to values of ribosomal genes. **(b)** Enrichment analysis of four expression subclasses (HEG, MEG, LEG, and VEG) for six functional processes (Fisher’s exact test, one-tailed). Core: the core genome; Flexible: the flexible genome, HEG: highly expressed genes; MEG, moderately expressed genes; LEG, lowly expressed genes; VEG, variably expressed genes.

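The 22 hli genes had a median mean RPKM of 695, above 82.4% of the 1965 CDS genes, and a mean of 1589. Relative to the ribosomal protein genes these were 0.307 and 0.596. The highest gene, PMM1385, held 30.8% of the summed mean RPKM of the family. Several hli genes come in groups of equal length and order (hli6 to hli9 and hli16 to hli19, of 108, 210, 261 and 129 bp). Whether reads map to more than 1 of them was not analysed here.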

Intriguingly, *hli* genes exhibited high expression levels (Figure 5a). This may be due to the sustained light condition used in this study. However, HEG were not enriched among the *hli* genes (Figure 5b). 

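Of the 22 hli genes, 4 were HEG (hli2, hli11, hli12 and hli13), 2 were MEG and 16 were VEG. The odds ratio of HEG was 1.29 (one-tailed Fisher's exact test, P = 0.412, adjusted 0.949) and that of VEG was 2.20 (P = 0.0697, adjusted 0.465). When each gene was classed by its mean RPKM in place of its class in every sample, the odds ratio of HEG was 4.01 (exact P = 0.00147).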

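The adjacent genes PMM1384 (hli12, plus strand, 1334613 to 1334720) and PMM1385 (hli11, plus strand, 1334720 to 1334860) had mean RPKM of 10650 ± 7699 and 10758 ± 7794 (SD over the 10 conditions) and ranked 21 and 20 among the 1965 CDS genes. Both were HEG in every sample, all at the same irradiance. Their lowest values, 2382 and 2634, were those of esl4d, and their highest, 27145 and 28137, those of esl10d.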

We infer that is because several genes, such as *PMM1384* and *1385* (*hli12* and *hli11*), are highly expressed when cells are exposed to high light conditions (Sheet 3 of Additional file 3). 

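PMM1390 (hli10, minus strand, 1341057 to 1341185) had a mean RPKM of 31.0 ± 9.51 (SD over the 10 conditions) and the lowest rank of the hli genes. Its values ranged from 18.5 in s6_5h, where it had 27 reads, to 45.2 in esl8d. It was above the cut-off in all 10 samples and was classified as VEG.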

On the contrary, *PMM1390* (*hli10*) was slightly transcribed (Sheet 3 of Additional file 3). It may that differentially expressed *hli* genes protect different cellular components, such as light harvesting antenna and nucleic acids [45,49].

As expected, phage-related genes displayed the lowest expression levels in this study, as phage infection conditions were not tested. It would be better to have phage infection condition data to analysis these genes expression profiles. For phosphorus and nitrogen acquisition genes, there was no significant enrichment in the four expression subclasses (Figure 5b). However, *PMM1119* and *PMM112* (two P-limitation-inducible porins) [47], and one ammonium transporter (*amt1*, *PMM0263*) were highly expressed (Sheet 3 of Additional file 3), suggesting that these proteins play particular roles in phosphorus or nitrogen uptake, respectively.

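Of the 13 phosphate acquisition genes, 3 were HEG, 2 MEG and 8 VEG. The odds ratios in one-tailed Fisher's exact tests were 1.74 for HEG (P = 0.299), 0.618 for MEG (P = 0.831) and 1.31 for VEG (P = 0.427). Of the 21 nitrogen acquisition genes, 1 was HEG, 6 were MEG and 14 were VEG, with odds ratios of 0.286 (exact P = 0.966), 1.37 (P = 0.335) and 1.64 (P = 0.196). Neither pathway held a LEG. The adjusted values over the 20 tests were at least 0.786. With 13 and 21 genes these tests can detect only large enrichments. Some alternatives passed 0.05 before adjustment, among them the class of a gene's mean RPKM, which gave MEG of nitrogen acquisition an odds ratio of 2.33 (exact P = 0.0494).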

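The porin gene PMM1119 (som, minus strand, 1065058 to 1066200) had a mean RPKM of 9022 ± 3031 (SD over the 10 conditions) and ranked 27 among the 1965 CDS genes. PMM1121 (som, minus strand, 1068274 to 1069419) had 24396 ± 13393 and ranked 6. Their lowest values were 4887 in esl1d and 8987 in esl8d, and both were highest in s24_10h, at 13294 and 46430. The ammonium transporter gene amt1 (PMM0263, plus strand, 252632 to 254092) had 12531 ± 4577 and ranked 16, with 4390 in esl1d and 20132 in esl10d. All were HEG in every sample.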

### Conserved genes more likely clustered to operon than poorly conserved genes

We identified 210 operons (49.8% of total) that uniquely belonged to the core genome, whereas the flexible genome harbored only 86 operons (20.4% of total). Based on this observation, we examined whether operon genes were more conserved than non-operon genes. The comparison of nonsynonymous substitution rates indicated that the total operon coding-sequence genes indeed evolve more slowly than non-operon genes (*P* < 0.001; Figure 6a). Furthermore, operon genes were significantly overrepresented in the core genome but not in the flexible genome (Figure 6b). 

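Operon membership was taken from Additional file 1, whose 422 operons hold 1102 of the 1965 CDS genes (56.1%). Of the 1205 core genes, 729 (60.5%, Wilson 95% confidence interval 57.7 to 63.2) were operon genes, against 337 flexible genes (47.8%, 44.1 to 51.5). Normalized to the rate of all CDS genes, the operon rate was 1.08 for the core genome and 0.852 for the flexible genome. A one-tailed Fisher's exact test of core against flexible genes gave P = 4.66e-08. This is 1 comparison, but each of its sides was counted in the Benjamini-Hochberg adjustment over 6 values (adjusted 9.33e-08). Neighbouring genes share operons. A permutation test that shifts the labels along the gene order, which keeps neighbours together, gave P = 0.00209 for the core genome.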

Because HEG are more conserved in MED4, we compared the operon rate (the ratio of operon genes to total genes in a certain gene collection) of HEG with the other expression subclasses. We found that operons are strikingly enriched in HEG and MEG (Figure 6b). In addition, the distribution of operon size within the core genome when compared with the flexible genome was slightly different. 

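Of the 292 HEG, 207 (70.9%, Wilson 95% confidence interval 65.4 to 75.8) were operon genes, a ratio of 1.26 to the rate of all CDS genes. One-tailed Fisher's exact test against the remaining CDS genes gave P = 1.40e-08 (Benjamini-Hochberg adjusted over the same 6 values, 8.41e-08). Of the 450 MEG, 286 (63.6%, 59.0 to 67.9) were operon genes, a ratio of 1.13 (exact P = 1.57e-04, adjusted 1.88e-04). LEG had 48 of 87 genes in operons (55.2%), a ratio of 0.984 (exact P = 0.614). VEG had 556 genes in operons (51.7%), a ratio of 0.922 (exact P = 1.11e-05, adjusted 1.67e-05). NEG, which Figure 6b leaves out, had 5 of 61 (8.20%).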

Approximately 63.8% (134/210) of operons detected in the core genome harbored two genes, compared with 72.1% (62/86) in the flexible genome (*P* = 0.065). Extensive works has reported that essential genes prefer to be in operon [50,51]. We compared the operon rate of DEG-hit genes and DEG-miss genes. Significantly more operonic genes were indeed present in the former gene set (62.7% > 57.6%; *P* = 0.042). These findings strongly suggest that MED4 conserved genes are more likely to be co-transcribed and are larger in size.

**Figure 6:**
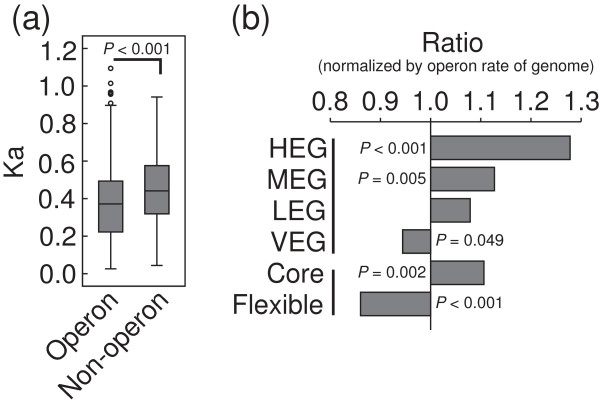
**Operon distribution of different expression subclasses. (a)** Comparison of nonsynonymous substitution rate between operon genes and non-operon genes in MED4 (Mann–Whitney U Test, two-tailed). A circle represents an outlier. **(b)** Operon rate of four expression subclasses (HEG, MEG, LEG, and VEG) or the core/flexible genomes (Fisher’s exact test, one-tailed). The operon rate was defined as the ratio of operon genes to total genes in a certain gene collection. The operon rate of each subclass was normalized by the whole genome operon rate (55.5%). *P*-value ≤ 0.05 was indicated in figure. Core, the core genome; Flexible, the flexible genome; HEG, highly expressed genes; MEG, moderately expressed genes; LEG, lowly expressed genes; VEG, variably expressed genes.

### Constantly and abundantly expressed transcripts undergo quick degradation

Pál *et al*. previously reported a weak positive association between the rate of evolution and mRNA half-lives in yeast [13]. However, the analysis was done by incomplete genome dataset of RNA degradation. Using a genome-wide mRNA half-life dataset [29], we observed a similar but also slight tendency for genes with lower Ka to have shorter half-lives (N = 1262, Spearman’s r = 0.29, *P* < 0.001). Further investigation showed that highly expressed genes were more likely degraded fast (Figure 7a). Intriguingly, as Steglich *et al.* reported [29], several genes, including *amt1* (ammonium transporter, *PMM0263*), *psbA* (PsbA protein D1, *PMM0223*), *som-1/2* (porins, *PMM1119* and *PMM1121*), *pcb* (light harvesting complex protein, *PMM0627*), and also two hypothetical genes (*HyPMM53* and *HyPMM165*), that were strongly transcribed turnover very slowly (Figure 7a). This may attribute to these genes’ specific roles in these growth conditions. 

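The half-lives were not analysed here. The expression of the 7 genes was high on average and changed to different degrees between the conditions. Mean RPKM (± SD over the 10 conditions) was 48920 ± 20904 for psbA (PMM0223), 24396 ± 13393 for PMM1121, 12531 ± 4577 for amt1 (PMM0263), 12030 ± 3895 for pcb (PMM0627, plus strand, 596691 to 597749) and 9022 ± 3031 for PMM1119. HyPMM53 (minus strand, 395600 to 395797) had 40182 ± 35936. The antisense RNA asRNA_04601, annotated on the opposite strand and overlapping most of HyPMM53 (395661 to 395842), had 43704 ± 39086, so reads of the pair cannot be assigned to a strand from these values. HyPMM165 (plus strand, 979969 to 980115) had 15942 ± 17784, with 142 in s6_5h and 45898 in esl4d. It was VEG, whereas the other 6 genes were HEG in every sample.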

Despite these exceptions, similar result indicated that highly expressed transcripts had significant shorter half-lives (Kruskal-Wallis Test, two-tailed *P* < 0.001; Figure 7b). Accordingly, the mRNA turnover rate for genes within the core genome was faster than that of the flexible genome (*P* < 0.001). Besides for the advantages of rapid recycling nucleotides to adapt to oligotrophic environment [29], fast turnover of HEG might also be beneficial for translation fidelity [52], and consequently make the core genome more economical and compatible with cellular physiology.

**Figure 7:**
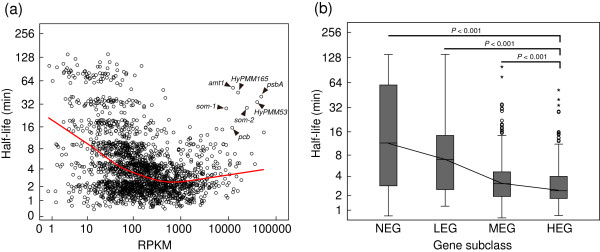
**Correlation between gene expression levels and mRNA half-lives. (a)** Correlation between gene expression levels and mRNA half-lives. Red line shows loess-smoothed curve. The exceptions reported by Steglich *et al.*[29] were indicated with arrows **(b)** Box plot of the correlation between gene expression levels and mRNA half-lives (Mann–Whitney U Test, two-tailed). The line was drawn through the median. A circle represents an outlier, and an asterisk represents an extreme data point.

## Discussion

*Prochlorococcus* is a typical phototroph whose cellular physiology and transcriptome are comprehensively affected by photoperiod [38,46]. We wondered whether light cycle-influenced gene expression profiles might lead to contradictory conclusions regarding the correlation between gene expression and evolution traits when *Prochlorococcus* is cultured under constant light conditions. Therefore, we applied the same method we developed to light–dark expression data generated by RNA-Seq [38]. First, we again observed a significant correlation between gene expression levels and corresponding nonsynonymous substitution rates (N = 1275, Spearman’s r = -0.69, *P* < 0.001; Additional file 5), and this was confirmed by the comparisons of evolution rates of four expression subclasses (*P* < 0.001; Additional file 6a). Second, constantly expressed genes, particularly HEG and MEG with lower Ka, were most often located within the core genome (Additional file 6c). Third, lowly expressed genes were more likely slowly degraded (Additional file 7a), and four of seven exceptions described above (Figure 7a) retained in this light–dark conditions (Additional file 7a). The comparisons of gene expression subclasses further indicated constantly and highly expressed transcripts tend to be quickly degraded (Additional file 7b). Interestingly, there was no significant difference between HEG and MEG (*P* > 0.1, Additional file 7b), and the same trait was also observed in the correlation between gene expression levels and half-lives when expression level increased to a certain degree the decay rate no longer declined (Figure 7a and Additional file 7a). These observations might be partially caused by specific growth conditions, or alternatively, by the genes’ position in operon because those genes located at 3’-end of operons are less expressed but slower degraded than 5’-end genes [29]. Therefore, half-lives of the high-operon-rate genes, such as HEG and MEG (Figure 6b), are more likely dependent upon their positions in operons. Despite opronic genes’ position, degradation distinction still can be observed in those genes with great difference in expression levels (like HEG versus LEG). However, it is not simplistic to figure out what extent the gene position can influence half-life to, and this also deviates from our topic in this study.

Although all experimental conditions tested in this study are considered physiologically normal, we also wonder whether environmental stress, such as iron that was studied by Thompson and coworkers [53], may affect the correlation between gene expression levels and molecular evolution. First, similar results were observed that highly and constantly expressed genes had lower Ka (Additional file 8a and b), and they were enriched more within the core genome (Additional file 8c). Second, those genes with constantly high expression level (HEG and MEG) had short half-lives (Additional file 9). Nonetheless, all of our observations are in accordance with previous conclusions drawn from normal growth conditions under constant illumination, and this may indicate that gene expression levels have relatively self-contained influence on genome evolution in *Prochlorococcus* MED4. But note that the conditions we have tested are actually in the laboratory, the similar study conducted using the cultures *in situ* will facilitate to further elucidate the core genome stabilization of *Prochlorococcus*.

Genes within the flexible genome are subject to relaxed constraints, and these genes can undergo frequent gain and loss in *Prochlorococcus*, leading to isolates differentiation. Multiple factors such as an incomplete DNA-repair system, relaxed selection, and paralog deletion can contribute to genome reduction [7-10]. However, little is known about factors that affect the molecular evolution of the *Prochlorococcus* core genome. Gene expression level has been reported as an independent factor that influences the rate of protein evolution across taxa [13,14,17,54]. In this study, we have provided evidences that highly conserved genes were more likely to be abundantly expressed, and highly and constantly expressed genes were distributed more in the core genome than in the flexible genome (Figures 2 and 3). Selection pressure imposes on those highly expressed genes to minimize the great cost (or toxicity) of corresponding mistranslated or error-folded proteins [17,55]. As the core genes show higher expression levels, these genes accordingly undergo more powerful evolutionary constraints derived from translation and folding [17]. 

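The median of the mean RPKM over the 10 samples was 148 for the 1205 core genes (quartiles 59.6 and 485) and 90.8 for the flexible genes (29.0 and 302). The difference in median log2(RPKM + 1) was 0.69 (two-sided permutation test with 100000 relabellings of the genes, P = 1.00e-05, the smallest P they can give). By sample it was at least 0.67, with the core genome higher in 10 of 10. With each sample left out in turn, the difference of the means over samples lay between 0.63 and 0.71.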

Because efficient and fast mRNA degradation can minimize the use of poor mRNA and thus reduce the production of low-quality polypeptides derived from translation errors [52], highly expressed genes are more likely to be quickly degraded. This in turn increases the cellular fitness of abundantly expressed core genes. Notably, genes involved in protein folding and turnover were stably and highly expressed (Figure 4c). This has also been observed in natural microbial communities revealed by metatranscriptomic data [56]. These findings suggest that *Prochlorococcus* invests in protein folding and degradation to ensure protein fidelity, and thus further increases translational robustness.

However, it is reasonable to assume that essential genes are more likely abundantly expressed, thus the core genome that is of high necessity has higher expression level. Previous reports have demonstrated the difficulties in accepting this assumption [14,40]. Our result also suggests that expression level is relatively independent of gene necessity in *Prochlorococcus* MED4, as no significant difference in gene expression levels was observed between genes with conserved essential homologs (DEG-hit) and those without homologs (DEG-miss) (Figure 4b). In terms of which one contributing more than the other, the better model is required in the future.

The gene necessity (or indispensability) [57] influences the core genome stabilization because of its essential functions for physiology and metabolism. In particular, we found that energy metabolism, protein synthesis, and protein folding genes were more enriched in HEG within the core genome (Figure 4c). This implies that these central metabolic pathways lie in the most conserved gene pool across the evolutionary history of *Prochlorococcus*. Therefore, by analyzing mRNA levels, we were able to reach the same conclusion as those drawn by comparative genomics and protein sequence alignments [43]. Additionally, operons were more likely distributed in the core genome than in the flexible genome (Figure 6b). Basically, this distinction might be derived from the higher proportion of essential genes in the core genome (Figure 4a). Important genes more likely cluster to operons because those central metabolic genes, such as photosynthetic apparatus or ribosome machinery, in the same operon can be beneficially co-regulated and co-transcribed, and (or) packed to a complex [50,51,58].

## Conclusions

We used RNA-Seq to obtain a blueprint of the transcriptome of *Prochlorococcus* MED4. We identified remarkable distinctions in gene expression levels, gene necessity, and mRNA turnover between the core and flexible genomes, indicating that they are powerful constraints imposed on core genome stabilization. We hope these findings will contribute to a better understanding of the causes of ecotypic differentiation in the *Prochlorococcus* genus, and offer a new perspective for future investigations of cyanobacterium evolution.

## Methods

### Growth of *Prochlorococcus* MED4

*Prochlorococcus* MED4 strains were cultured in Pro99 medium and AMP [25] at 21°C with an irradiance of 28 μmol quanta m^-2^ s^-1^. Before the experiment, the cultures were maintained under continuous light at the stationary phase for five generations. Then 8 ml of stationary-phase cell cultures were inoculated into 92 ml of indicated growth medium (Table 1). For the Pro99, cells were harvested throughout the life cycle. These included lag-phase (esl1d), early log-phase (esl3d), middle log-phase (esl4d), stationary phase (esl8d), and post-stationary phase (esl10d) (Additional file 10). For AMP, stationary-phase cells were grown with varying concentrations of sodium bicarbonate (0 mM, 6 mM, and 24 mM) [25] for two time periods (5 hours, 10 hours; Table 1) (our primary aim was to maximize the number of transcripts represented under normal growth conditions). Each growth condition was performed in triplicate. Chlorophyll fluorescence was monitored on a Plate reader (Spectra Max M2^e^, Molecular Devices), with an excitation wavelength of 440 nm and an emission wavelength of 680 nm.

### Total mRNA preparation

To extract total mRNA, one volume of each culture was fixed with three volumes of RNA-later (15 mM EDTA, 18.75 mM sodium citrate, and 525 g/l ammonium sulfate), harvested by filtration (0.22 μm cellulose membrane), snap frozen in liquid nitrogen, and stored at -80°C. Before RNA extraction, cells were treated with 150 ml 10 mM Tris–HCl (pH 7.5), 2 ml RNase inhibitor (20 U/μl, AM2696), and 1 ml Readylysis lysozyme (Epicentre). Total RNA was extracted using the mirVana RNA isolation kit according to the manufacturer’s instructions (Ambion). DNA was removed by using Turbo DNA-free™ Kit (Ambion). Quality of the total RNA samples was assessed using the Nanodrop spectrophotometer (Thermo) and agarose gel electrophoresis. The total RNA of each triplicate culture was extracted separately, and mixed together (~8 μg) after measuring the quality of each sample.

### cDNA synthesis, DNA sequencing and reads mapping

cDNA synthesis was performed using the standard protocol of Shenzhen BGI (China) [59]. Briefly, the rRNA-depleted mRNA (for details see BGI patent WO2012083832 A1) was fragmented and then random primers were used to synthesize the first-strand cDNA. The second-strand cDNA was synthesized with DNA polymerase I. Short fragments were purified with QiaQuick PCR extraction kit (Qiagen), and then were sequenced under the Illumina HiSeq™ 2000 platform at Shenzhen BGI. The full sequencing technical details can be inspected in the services of BGI (http://www.genomics.cn). This yielded approximately six million 90-bp pair-end reads for each sample (Table 1). Then pair-end reads were mapped to the *Prochlorococcus* MED4 genome (accession number: NC_005072) using Bowtie2 [60] with at most one mismatch. The coverage of each nucleotide was calculated by counting the number of reads mapped at corresponding nucleotide positions in the genome. The number of reads that were perfectly mapped to a gene region was calculated using BEDTools [61], and then it was normalized by gene length and total mapped reads, namely RPKM as the gene expression value [26]. The gene annotations for *Prochlorococcus* MED4 were downloaded from MicrobesOnline [62] with modifications for non-annotated genes that were designated “HyPMM#”. New ORFs identified in this study were annotated with “TibPMM#” (Sheet 2 of Additional file 3). Sequences generated by this study are available in the Gene Expression Omnibus (GEO) under accession number GSE49517.

### Identification of operons and UTRs

Using a *priori* knowledge of the translation start and stop site from Additional file 3, the coverage of ORF upstream and downstream regions was scanned to identify a point of sharp coverage decline. To define the boundary, we applied criteria modified from Vijayan *et al.*[24]. Briefly, a transcript’s boundary (translation start or stop site was defined as *i* = 0, and “*i + 1*” is the upstream or downstream of position “*i*”) was defined when position “*i*” satisfied one of the following three criteria: (1) coverage(*i*)/coverage(*i + 1*) ≥ 2, binomial_cdf_ (coverage(*i + 1*), coverage(*i*) + coverage(*i + 1*), 0.5) < 0.01 and coverage(*i + 1*) > coverage(*i*:(*i-89*))/(90 × 7); (2) coverage(*i*)/coverage(*i + 1*) ≥ 5 or coverage(*i*)/coverage(*i + 2*) ≥ 5, and coverage(*i + 1*) < coverage(*i*:(*i-89*))/(90 × 7); (3) coverage(*i + 1*) ≤ background. Where binomial_cdf_ (*x*, *n*, *p*) is the probability of observing up to *x* successes in *n* independent trials when success probability for each trial is *p*. We assumed reads were uniformly distributed on position “*i*” and “*i + 1*” (*p* = 0.5). If a sharp coverage reduction occurred, coverage(*i + 1*) would be much smaller than coverage(*i*); that was, the success of coverage(*i + 1*) became a small probability event in the events of all reads mapped to “*i*” and “*i + 1*” (binomial_cdf_ < 0.01). The strictest criterion (1) was used for highly transcribed genes. Since the coverage of a certain transcript is uneven from the 5’-end to the 3’-end for sequencing bias [63], we checked the coverage of each gene’s left and right 90-bp nucleotides to define whether the gene’s upstream or downstream regions were transcribed at high or low levels. For position “*i*”, if its coverage was higher than 1/7th of the mean coverage of the upstream or downstream 90-bp (Sheet 1 of Additional file 3), this position would be examined by criterion (1) for the boundary definition. Otherwise, it fell under criterion (2). If the reduction of coverage was not sufficient for the above two criteria, the boundary would be defined by genome background (Sheet 1 of Additional file 3), which was determined as the tenth percentile of the lowest expressed nucleotides within gene regions [23].

The 5’UTR was defined as the upstream sequence from the translation start site of transcript, and 3’UTR was the downstream sequence from the translation stop site. If the adjacency of two ORFs located on the same strand had no sharp coverage reduction that was filtered by the three criteria described above, two ORFs belonged to a single operon. To obtain a robust operon map, operons that were repeatedly observed in at least three samples were considered reliable. The operon map was manually proofread to account for unpredictable fluctuations in computing.

### Novel gene identification

The intergenic regions were scanned to identify new genes. A rapid coverage reduction was considered the end of the new transcript, and this was confirmed by manual assessment. Putative transcripts were analyzed using BLASTn (E-value = 1 × 10^-3^, word = 4) and BLASTp (E-value = 1 × 10^-4^, word = 3) to confirm homologs of these putative proteins. Next, candidate ORFs were predicted by GeneMark [64] using *Prochlorococcus* MED4 as the training model. The remaining transcripts that were filtered by BLAST were defined as putative ncRNAs.

### Enrichment analysis

Enrichment analysis involves the statistically identification of a particular function category or expression subclass that is overrepresented in the whole gene collection. Since many cases in our study contained a small number of genes, we used Fisher’s exact test (one-tailed) for enrichment analysis (Fisher’s exact test were applied for all statistic significance tests in this study unless otherwise indicated). Some genes without COG were not excluded so the enrichment was fully representative. COG functional groups can be inspected in COGs database [42].

### Estimating synonymous (Ks) and nonsynonymous (Ka) substitution rate

The complete genome sequences of *Prochlorococcus* SS120, *Prochlorococcus* MIT9313, and *Synechococcus* CC9311 (accession number: NC_005042, NC_005071, and NC_008319) were downloaded from NCBI. Annotations were obtained from Kettler *et al.*[6]. Pairwise calculations of Ka and Ks of *Prochlorococcus* MED4 orthologs compared with each of the three related species were performed using software YN00 in the package PAML [65]. To analyze the correlation between Ka and gene expression levels, mean Ka values of the three ortholog pairs were used.

## Abbreviations

AMP: Artificial medium for *Prochlorococcus*; bp: Base pairs; CDS: Coding DNA sequence; CEG: Constantly expressed genes; COG: Clusters of orthologous groups [42]; DEG: Database of essential genes [39]; HEG: Highly expressed genes; Ka: Nonsynonymous substitution rate; Ks: Synonymous substitution rate; LEG: Lowly expressed genes; MEG: Moderately expressed genes; NCBI: National Center for Biotechnology Information; ncRNA: Non-coding RNA; NEG: Non expressed genes; nt: nucleotides; ORF: Open reading frame; RPKM: Reads per kilobase per million mapped reads; SD: Shine-Dalgarno sequence; UTR: Untranslated region; VEG: Variably expressed genes; Yfr: Cyanobacterial functional RNA.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

BW, CT, and YM conceived and designed the project. BW and CT analyzed the data and wrote the paper. LL and HL performed the cultures materials preparation. HJ and GQ participated in bioinformatics analysis. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Operons (harboring at least two genes) of *Prochlorococcus *** **MED4.** Click here for file

Additional file 2 **UTRs of *Prochlorococcus *** **MED4.** Sheet 1: 5’UTRs; sheet 2: 3’UTRs. Click here for file

Additional file 3 **RNA sequencing profiles and gene expression.** Sheet 1: summary of RNA-Seq for ten samples; sheet 2: gene annotations from MicrobesOnline [63] and expression classification; sheet 3: expression values of the whole genome. Click here for file

Additional file 4 Novel ORFs and ncRNAs. Click here for file

Additional file 5 **Correlation between the gene expression levels and nonsynonymous substitution rates (Ka) based on light–dark RNA-Seq data**[38]**.** RPKM, reads per kilobase per million mapped reads; number of pairwise protein = 1275, Spearman’s r = -0.69, *P* < 0.001. Click here for file

Additional file 6 **Gene expression and molecular evolution of the core genome and flexible genome of *Prochlorococcus *** **MED4 based on light–dark RNA-Seq data**[38]**. (a)** Box plot of the correlation between gene expression levels and the nonsynonymous substitution rates (Ka). The line was drawn through the median. A circle represents an outlier, and an asterisk represents an extreme data point. **(b)** Nonsynonymous substitution rate comparison between CEG and VEG (Mann–Whitney U Test, two-tailed). A circle represents an outlier, and an asterisk represents an extreme data point. **(c)** Comparisons of five expression subclasses between the core genome and flexible genome (Fisher’s exact test, one-tailed). *P*-value ≤ 0.05 was indicated in figure. HEG, highly expressed genes; MEG, moderately expressed genes; LEG, lowly expressed genes; NEG, non expressed genes; CEG, constantly expressed genes (including four expression subclasses mentioned above); VEG, variably expressed genes. Click here for file

Additional file 7 **Correlation between gene expression levels and mRNA half-lives based on light–dark RNA-Seq data**[38]. **(a)** Correlation between gene expression levels and mRNA half-lives. Red line shows loess-smoothed curve. The exceptions reported by Steglich *et al.* were indicated with arrows. **(b)** Box plot of the correlation between gene expression levels and mRNA half-lives (Mann–Whitney U Test, two-tailed). The line was drawn through the median. A circle represents an outlier, and an asterisk represents an extreme data point. Click here for file

Additional file 8 **Gene expression and molecular evolution of the core genome and flexible genome of *Prochlorococcus *** **MED4 based on iron-stress microarray data**[53]. **(a)** Box plot of the correlation between gene expression levels and the nonsynonymous substitution rates (Ka). Because microarray data quantify the relative expression level, no genes were classified to the NEG. The line was drawn through the median. A circle represents an outlier, and an asterisk represents an extreme data point. **(b)** Nonsynonymous substitution rate comparison between CEG and VEG (Mann–Whitney U Test, two-tailed). A circle represents an outlier, and an asterisk represents an extreme data point. **(c)** Comparisons of five expression subclasses between the core genome and flexible genome (Fisher’s exact test, one-tailed). *P*-value ≤ 0.05 was indicated in figure. HEG, highly expressed genes; MEG, moderately expressed genes; LEG, lowly expressed genes; CEG, constantly expressed genes (including three expression subclasses mentioned above); VEG, variably expressed genes. Click here for file

Additional file 9 **Correlation between gene expression levels and mRNA half-lives based on iron-stress microarray data**[53]**.** Box plot of the correlation between gene expression levels and mRNA half-lives (Mann–Whitney U Test, two-tailed). The line was drawn through the median. A circle represents an outlier, and an asterisk represents an extreme data point. Click here for file

Additional file 10 **Representative growth curve of *Prochlorococcus *** **MED4 in Pro99 medium.** The RNA collection points were indicated with arrows. The stationary-phase cells (esl8d) were inoculated into indicated medium for growth (Methods). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

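The data are RNA-Seq measurements of Prochlorococcus MED4 in 10 conditions, 5 time points in Pro99 and 5 samples in AMP, with 1 library per condition made from the mixed RNA of 3 cultures. The authors mapped 90-bp paired reads to the MED4 genome with Bowtie2 with at most 1 mismatch. The authors then counted the reads of each gene region with BEDTools and deposited these counts without normalization for 2059 features. Beside each count they deposited RPKM, the count divided by gene length and by the mapped reads of the library. The versions of Bowtie2 and BEDTools are not stated in the text. The counts summed over the features of a library ranged from 9658084 to 15184970 with a median of 11382100, and those of CDS genes from 6476419 to 10687644. Features overlap, so these sums can hold a read more than once and exceed the mapped reads. The denominator of the RPKM, recovered from counts, lengths and RPKM, was 2 times the number of mapped pairs in Additional file 3 within 7.84e-05%.

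Percentages of genes are given with Wilson confidence intervals at the 95% level, which cover counting error only. The reads carry no molecular identifiers and are not independent molecules. SDs are over the 10 conditions and are not replicate errors. RPKM depends on what else is in a library. CDS genes held 65.2% to 87.6% of the summed feature counts, and 1 RNA, RNA_42, held 6.97% to 17.8%. These sums can hold a read more than once and are not the depth that RPKM uses. A gene's RPKM can fall when other RNAs rise. The text does not name a strand-specific protocol, and near-identical genes can share reads.

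CDS genes were the features with PMM, HyPMM or TibPMM identifiers (1719, 244 and 2). The cut-off for expression was RPKM 13.2, read from Additional file 3. In each sample the top 25% of the expressed CDS genes by RPKM were HEG, the lowest 25% LEG and the rest MEG, and a gene with the same class in all 10 samples kept it, otherwise it was VEG. Core and flexible membership and COG categories came from Additional file 3 and operon membership from Additional file 1. Of 1493 genes compared, 15 had RPKM that differed from the values of Additional file 3 by more than 0.1%, and 23 features had other boundaries there. The pathway lists were compiled from the annotation, because the text does not list the genes. The annotation table also shows subclasses, which were visible when the lists were compiled.

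Enrichments were tested with one-tailed Fisher's exact tests, as in the Methods, in the direction stated by the paper (for LEG, the direction of the bars in Figure 3c). Odds ratios are 0 where the subclass holds no gene. Differences between pathways were tested with the Kruskal-Wallis statistic and differences in level with medians of log2(RPKM + 1), each with 100000 permutations of gene labels. The genes named are those that the paper names in statements on expression, the members of the operons it names, and the 10 CDS genes with the highest mean RPKM. Benjamini-Hochberg adjustment was applied within each family of tests. The adjusted values per family were added after the P-values before adjustment had been seen. No test for differential expression between conditions was made, because no condition has replicates.

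The alternatives were other cut-offs (each sample's own background, RPKM 5, 14 and 26), values rescaled so that CDS genes sum to 1000000 in each sample, each sample left out in turn, only PMM identifiers, only CDS genes of at least 300 bp, quartiles among all CDS genes, the same class in at least 9 of 10 samples, and the class of the mean RPKM. Further alternatives were two-tailed tests, a circular shift of labels along the genome, the first COG letter only, a background of genes with a COG category, the median or mean log2 in place of mean RPKM, only psa and psb genes, operons of at least 3 genes, a pseudocount of 0.1 and only expressed genes. The cut-off of 14, the operon comparison against all CDS genes, the circular shift for the core and flexible levels, and the rescaling and leaving out of samples for the pathway levels were chosen after seeing the data. The cut-off of 14 was picked after looking at a series of cut-offs in small steps. After a first calculation had been seen, the handling of subclasses without genes was changed from adding 0.5 to each cell to an odds ratio of 0, which altered the odds ratios of LEG in the pathways, and the rules that decide which results count as changed under an alternative were revised. The choice of alternatives run for each result, and their marking as set beforehand, were also revised then.

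The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and plots used matplotlib 3.10.9. The classification and the tests were tested on simulated data. Of 200 genes given a change of 64 times, 99.5% were classed VEG, and of 1049 unchanged genes away from a class boundary 99.7% received their class. The planted change is far larger than the observed median log2 fold range of VEG, 1.94, and only Poisson noise was drawn. This checks the calculation and does not show how genes with smaller changes or near a boundary are classed. Over 1000 simulated sets without a difference, the share with P under 0.05 was 4.2% for Fisher's exact test, 3.7% for the permutation test of medians, 4.8% for the Kruskal-Wallis permutation test and 3.5% for the circular shift. In these sets the tested values were drawn independently for each gene. The shares therefore do not cover the dependence between neighbouring genes in the real data. The number of sets was raised to 1000 after a smaller number had given a low share for the Kruskal-Wallis permutation test.

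Nonsynonymous substitution rates, mRNA half-lives, essential gene hits, UTRs, genome coverage, phage infection genes and the light–dark and iron-stress data were not analysed here. The genome sequence was not used here, and coordinates are those of the deposited feature table.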

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

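The tests of strand and of the reads outside the highest genes were chosen only after the results they concern had been seen. The rule used for single samples compares the gap between the most extreme sample and its neighbour with the whole range of the 10 samples. It was applied to 56 named genes, on the log2(RPKM + 1) scale, and to 9 measures of the libraries. Of these 65 measures 8 exceeded the 95% limit, where 3.25 are expected by chance, and none of the 9 library measures did. The scale was chosen when the rule was applied, and no other was tried.

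4 of the 8 are ribosomal protein genes of the operon of 20 genes, and they do not count as independent. All were lowest in esl8d. The gap made up 0.570 of the range for PMM1552 (rpsC), 0.477 for PMM1556 (rplW), 0.526 for PMM1557 (rplD) and 0.480 for PMM1558 (rplC). The RPKM of rpsC was 281 in esl8d and at least 699.8 in the other samples, and that of rplD was 335 against at least 865. A technical explanation is that a few genes took a larger share of the CDS reads in esl8d, which lowers the RPKM of all other genes. The gene PMM0348 alone had RPKM 204432 there. With values rescaled to those of CDS genes outside the 20 highest of each sample, 4 of the 8 genes still exceeded the limit in the same sample. The ribosomal protein genes kept esl8d as their most extreme sample, but with a gap under the limit. For rpsC the gap fell to 0.394 of the range and for rplC to 0.261. This rescaling also takes out the share of RNAs other than CDS genes, and the parts of the 2 were not tested apart for these genes. The low values of the 4 genes in esl8d may therefore come in part from the make-up of that library. Low values there were not limited to this operon. Most ribosomal protein genes outside it were also lowest in esl8d, among them rpsD (PMM0410) with RPKM 814. A few, such as rpsM (PMM1537) and rpmB (PMM0902), were lowest in esl3d. The genes outside the operon were not put through the rescaling. A biological alternative is the stationary phase that esl8d represents, which the design cannot separate from the library, since there is 1 library of that phase.

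The other genes with an outlying sample still exceeded the limit after the same rescaling, so the count of 4 of 8 leaves these unexplained by the share of the highest genes. The ammonium transporter gene amt1 (PMM0263) was low in esl1d (gap 0.568 of the range), with RPKM 4390 there and at least 10419 elsewhere. HyPMM210 (1328782 to 1328928) was also low in esl1d (0.493), with 8850 against at least 16334. The clock gene kaiB (PMM1343) was high in esl1d (0.596), with 1222 there and lower values elsewhere. TibYfr1 was high in esl4d (0.586), with 67.0 against at most 30.2. esl1d is the lag-phase sample, and growth phase is a condition that could bear on these values, but with 1 library per phase it cannot be told apart from the library. No further technical or biological explanation was tested for these genes.

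The paper does not discuss the annotated antisense RNAs and Yfr RNAs, other than its own TibYfr, as a set. Of 24 antisense RNAs, 22 were above the cut-off in every sample, with a median mean RPKM of 645, and 11 exceeded the median of the HEG genes. Of 21 Yfr RNAs, 13 were above the cut-off in every sample and 6 exceeded that median. The highest antisense RNA was asRNA_04601 (395661 to 395842), with a mean RPKM of 43704. A technical explanation is that reads were counted without regard to strand, so that a feature receives the reads of its partner on the other strand. In 17 pairs of features that overlap on opposite strands for at least 80% of the shorter one, the median absolute log2 ratio of RPKM was 0.53, against 2.66 in 1000 random pairings, and it was 0.07 in the 3 pairs of similar length. Their profiles over the samples had a median correlation of 0.979 across pairs. Yfr8 and Yfr9, which overlap on opposite strands, had mean RPKM of 9451 and 9450. The value of 0.53 lies just above the limit of 0.5 set for this test, but the pairs of similar length, the profiles and the Yfr8 and Yfr9 values are what counting without strand would give. The high values of the antisense RNAs therefore cannot be told apart from the reads of their partners. No biological explanation was tested.

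A single annotated RNA, RNA_42 (1533930 to 1534303, plus strand), held a median of 9.43% of the summed counts of a library, from 6.97% in s6_10h to 17.8% in esl8d. Its identity was not determined here, and no explanation was tested.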

How the results depend on the processing

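The alternatives were set before the data were examined, except those named here as chosen after seeing the data, namely the cut-off of RPKM 14, the operon comparison against all CDS genes, the circular shift for the core and flexible levels, and the rescaling and leaving out of samples for pathway levels. Which alternatives were run for which result, and which were marked as set beforehand, was revised after first results had been seen. Under 31 settings besides the main one, 1259 of 1413 values kept their direction, their side of the threshold or their size. Of the others, 98 moved, 7 became weaker, 12 became stronger and 37 reversed direction. These counts include secondary values, namely class shares of the core and flexible genomes, shares of core HEG with a COG category, the operon rate of all CDS genes and mean RPKM of named genes. Of the secondary values, 255 stayed the same and 58 moved, by these labels none of them the mean RPKM of a named gene. The label does not make each such mean stable. The mean RPKM of PMM0348 was 30705 over all samples and fell to 11402 at the lowest with 1 sample left out. Its value in esl8d was 204432. No paired analysis was made. The samples with NaHCO3 could be paired by time or by concentration, but each combination of time and concentration has 1 library. For each change listed here, the cause was not tested. The shares of HEG, MEG, NEG and VEG in the core and flexible genomes kept their direction and their side of the threshold under all alternatives run for them, as did the enrichment of HEG in photosynthesis and carbon metabolism, the operon rates of HEG and MEG, and the enrichments of C, J and O in core HEG. The threshold was applied to P before adjustment. After Benjamini-Hochberg adjustment, which was made for the main setting and not for the alternatives, HEG in carbon metabolism did not pass 0.05 (0.0622).

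With a cut-off of RPKM 26, the expressed shares were 91.9% in at least 1 sample, 70.8% in all samples, 87.5% of core and 74.8% of flexible genes, and LEG numbered 41 and NEG 160. R in core LEG had an odds ratio of 0.919, MEG in nitrogen acquisition 0.691, VEG in hli 2.54 and in nitrogen acquisition 3.18. LEG differed by 0.456 percentage points between the core and flexible genomes, and the operon ratios were 1.22 for LEG and 0.990 for VEG (exact P = 0.305). With a cut-off of 5, the expressed shares were 99.8%, 92.3%, 98.4% and 93.3%, LEG numbered 199 and NEG 4, and in phosphate acquisition the odds ratios were 1.23 for MEG and 0.952 for VEG. With each sample's own background, they were 98.1%, 91.5%, 97.7% and 91.0%, LEG numbered 197 and NEG 38, R in core NEG had 3.77 (exact P = 0.0703), MEG and VEG in phosphate acquisition had 1.27 and 0.718, and VEG in nitrogen acquisition 2.32. With the cut-off of 14, chosen after seeing the data, R in core NEG had 3.03 (exact P = 0.0656), LEG differed by 0.320 percentage points, and the operon ratio of LEG was 1.01.

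With the class of the mean RPKM, HEG numbered 458, LEG 458, MEG 914 and NEG 135. The odds ratios were 1.86 for R in core NEG, 4.01 for HEG in hli, 1.31 for HEG and 2.33 for MEG in nitrogen acquisition and 0.936 for MEG in carbon metabolism. With the same class in at least 9 of 10 samples, LEG numbered 194, R in core NEG had 2.72, LEG and VEG in phosphate acquisition 2.81 and 0.138, and the operon ratio of LEG was 1.04. With quartiles among all CDS genes, LEG numbered 32, R in core LEG had 2.25 (exact P = 0.183), MEG and VEG in phosphate acquisition 1.13 and 0.609, and the operon ratio of LEG was 1.06. With values rescaled to CDS genes, R in core NEG had 3.08 (exact P = 0.103), MEG and VEG in phosphate acquisition 1.01 and 0.947, and the operon ratio of LEG was 1.01.

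With only PMM identifiers, the expressed shares were 97.8% in at least 1 sample and 83.9% in all, NEG numbered 38, VEG in hli had 2.40 (exact P = 0.0469) and the operon ratio of LEG was 1.01. With only CDS genes of at least 300 bp, they were 98.1% and 84.6%, 88.1% of flexible genes were expressed, and NEG numbered 28. That setting left no hli gene and gave no value for hli. Two-tailed tests passed 0.05 for depletion of MEG (0.155) and VEG (0.197) in photosynthesis and of VEG (0.362) in carbon metabolism. With the mean of log2(RPKM + 1), the mean ratios to ribosomal genes were 0.829 for carbon metabolism, 0.6998 for nitrogen acquisition and 1.00 for photosynthesis, and the median ratios 0.799 for carbon metabolism, 0.806 for hli, 0.612 for nitrogen acquisition and 0.612 for phosphate acquisition. These are ratios of logarithms.

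Across the 10 fits that each left out 1 sample, the expressed share ranged from 95.7% to 96.9% in at least 1 sample and from 81.9% to 84.3% in all. The LEG difference between the core and flexible genomes ranged from -0.649 to 0.464 percentage points and the operon ratio of LEG from 0.953 to 1.03. The odds ratios ranged from 0 to 1.01 for LEG in nitrogen acquisition, from 0 to 1.75 for LEG and from 0.753 to 1.43 for VEG in phosphate acquisition, and from 1.18 to 2.43 for VEG in hli. That of HEG in nitrogen acquisition, 0.286 with all samples, ranged from 0.269 to 0.942. With 87 LEG, 61 NEG and pathways of 13 to 45 genes, these directions rest on few genes.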

Differences from the paper's values

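The paper gives P = 0.023 for the enrichment of category R in LEG, and the value here was 0.00811. Among the alternatives set before the data were examined, the values came within 1.5 times of the paper's with only PMM identifiers (0.0157), with only CDS genes of at least 300 bp (0.0207), with a background of core genes with a COG letter (0.0179) and without esl1d (0.0175). The other alternatives run for this result did not close the gap.

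For the operon rate of MEG, the paper's P was about 0.005 in Fig. 6b, read by eye, and the value here was 1.57e-04. Of the alternatives set before the data were examined, only CDS genes of at least 300 bp (0.00542) and the class of the mean RPKM (0.00419) closed the gap. For VEG the paper's P was about 0.049 in Fig. 6b, read by eye, and the value here was 1.11e-05. None of the alternatives set before the data were examined closed that gap, and the comparison against all CDS genes, chosen after seeing the values, gave 0.0116 and did not close it either. For the core genome the paper's P was about 0.002 in Fig. 6b, read by eye, and the value here was 4.66e-08. The circular shift of labels along the genome gave 0.00209, within 1.5 times of the paper's value, and the other alternatives did not come that close. This shift was set before the data were examined. The paper used Fisher's exact test in that figure, so the nearness of a different test does not account for the difference. The same shift did not close the gap for MEG or VEG.

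With RPKM 13.2 as the cut-off, the largest of the 10 backgrounds as in the notes of Additional file 3, 96.9% of CDS genes were expressed in at least 1 sample and 81.9% in all samples, against the paper's 96.6% and 80.9%. At a cut-off of RPKM 14, chosen after seeing the values, they were 96.6% and 80.9%. At that cut-off, chosen after seeing the values, the means were 94.3% of core and 84.8% of flexible genes, against the paper's 94.3% and 84.9%. The paper's text gives 11.5% as the share of HEG in the flexible genome, and the value here was 9.79%. The classes listed in Additional file 3, in the text used here, also give 69 genes or 9.79%.

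The paper ranks photosynthesis and carbon metabolism as the pathways with the highest expression. Here photosynthesis had the highest mean and median ratio to the ribosomal protein genes (1.90 and 1.07), but the mean ratio of carbon metabolism (0.616) was below that of phosphate acquisition (1.07), and its median ratio (0.214) was below that of hli (0.307). Fig. 5a shows carbon metabolism and hli above the ribosomal genes, whereas both were below them here. The gene lists here were made from the annotation and need not be the paper's. Fig. 3c shows a larger share of LEG in the core genome than in the flexible genome, and here the difference was -0.0818 percentage points. Fig. 6b shows an operon rate of LEG above that of the whole genome, and here the ratio was 0.984. In both cases the difference from no effect did not pass the test (P = 0.583 and P = 0.614), and at the cut-off of RPKM 14, chosen after seeing the values, the direction was the paper's. Alternatives set before the data were examined went both ways. At RPKM 26 the direction was the paper's (0.456 percentage points and a ratio of 1.22). At RPKM 5 it was not, with LEG at 9.29% of core and 11.5% of flexible genes and an operon ratio of 0.815.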

Other observations

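The tests below were chosen before their results were seen, except those for 8 days on counts and on values outside the highest genes, which were chosen only after the result for 8 days was seen, and the share among operons with a shorter first gene and the logistic model, added after the other shares of first genes were seen. The class counts, expressed shares and correlations between libraries had been seen when the tests were written. All patterns were found and tested on the same libraries and are hypotheses.

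More than 50% of the CDS genes changed class between samples when the same class was required in all 10. With the same class in at least 9 of 10 samples, VEG made up 33.8% of core and 43.5% of flexible genes. The values that follow require all 10 samples. In libraries simulated with Poisson reads around each gene's mean and no change between conditions, the number of VEG was 15.1% of the observed number (162 genes, mean of 20 sets). With the variation seen between the 2 samples with 24 mM NaHCO3, a dispersion of 0.0138 or 11.7% between libraries, it was 35.6% (383 genes). VEG had a median log2 fold range 0.39 above that of HEG, at 1.94 against 1.55. It was 1.38 for MEG and 1.26 for LEG, but 2.74 for NEG, so VEG did not have the widest range. With 1 library per condition, none of these values can separate changes between conditions from variation between libraries that is larger than between those 2 samples, and the genes of the last comparison were chosen for changing class. The share of VEG cannot be told apart from such variation.

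The smallest share of expressed genes was that of esl8d, with a difference of -2.90 percentage points to the next sample. This holds for the common cut-off of RPKM 13.2, which is the background of amp3d. With each sample's own background as cut-off, 4.45 in esl8d, the share was 94.9% in esl8d and 94.8% in s6_10h, so esl8d was not the lowest. That background is taken from the lowest values of the same library, which evens out the samples by design. With the common cut-off, when the values were rescaled to the summed RPKM of CDS genes, esl8d stayed lowest (difference -2.75). That sum is raised in esl8d by PMM0348, a gene of 240 bp with RPKM 204432 there, so it does not take out the share of other RNAs. Rescaled to the counts on CDS genes, which does, the difference was -0.92, and rescaled to the mapped reads without the counts on the 20 highest CDS genes it was -1.48, so neither share alone removed it. When the values were rescaled to the summed RPKM of CDS genes outside the 20 highest, which takes out both, the difference became 1.07, and esl8d was no longer the lowest. The 20 CDS genes with the most reads held 46.5% of the CDS counts in esl8d and between 27.0% and 40.8% in the other samples. The rescaling left out the 20 with the highest RPKM in place of these. Those held 31.3% of the mapped reads in esl8d and between 14.9% and 28.0% in the other samples. A candidate explanation is therefore that other RNAs and a few CDS genes together took a larger share of the reads at 8 days, and this is not separable from a growth phase with 1 library.

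The higher expression of core genes was not explained by gene length. Core genes had a median length of 813 bp and flexible genes of 270 bp, but within 10 classes of gene length of equal size the difference in median log2 RPKM was 1.18 on average, 170.6% of the difference without this division, and positive in 10 of 10 classes. It was also not fully explained by ribosomal protein and photosynthesis genes. Without them 12.9% of core and 8.84% of flexible genes were HEG, a difference of 4.06 percentage points (one-tailed Fisher's exact test, P = 0.00463). The difference in HEG with these genes was 7.89 percentage points.

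COG category J lost its enrichment in core HEG without the ribosomal protein genes, with an odds ratio of 0.519 (one-tailed Fisher's exact test, P = 0.964) and 6 genes of category J left among 172 core HEG. The enrichment of operon genes in HEG stayed without them, at 13.0 percentage points above the other genes (exact P = 6.35e-05). This is consistent with the J enrichment resting on ribosomal proteins and the operon enrichment not resting on them alone. No biological explanation was tested.

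Neighbouring genes of one operon varied together over the 10 samples. The median correlation of their log2(RPKM + 1) profiles was 0.580 in 682 neighbour pairs of operons, 0.298 in 540 other neighbour pairs on the same strand and 0.187 in 4941 random pairs. At similar distances the difference between operon and other neighbours was 0.156 (permutation test with 10000 relabellings, one-sided, P = 1.00e-04, the smallest they can give). The operon map was drawn from the coverage of the same libraries, so the comparison is not independent of it. Profiles across 10 different conditions describe these libraries only, and pairs of genes are not independent replicates.

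First genes of operons had a higher mean RPKM than last genes in 245 of 403 operons (60.8%, two-sided exact binomial test, P = 1.71e-05). Among the 212 operons whose first gene was at least as long as the last, the share was 56.1% (exact P = 0.0857), and among the other 191 it was 66.0% (P = 1.21e-05). The first group alone therefore leaves open whether the pattern can be told apart from an effect of gene length. Over all 403 operons, a logistic model with the log2 ratio of the 2 lengths gave a share of 60.8% at equal length (95% confidence interval 56.0 to 65.5). The median log2 length ratio of first to last genes was 0.0577, so this share could hardly differ from that without the model. The model therefore adds little on gene length, beyond first and last genes being of similar length at the median. No biological explanation was tested. The distance classes, the length classes and the minimum of 50 reads for the dispersion were each chosen once and not varied.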
